A study of Mus musculus with 12 samples. Its data were reported in "F11R Is a Novel Monocyte Prognostic Biomarker for Malignant Glioma" (2013).

How the data were processed

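Bone marrow monocytes (BMDM) and brainstem microglia (BSM) of C57BL/6 mice aged 6 weeks were sorted by flow cytometry, and their RNA was amplified and hybridized to Affymetrix Mouse Exon 1.0 ST arrays. Per the labels, the sorted cells were CD11b+ and Ly6G-, with high CD45 and CD115 on BMDM and low CD45 and CD115 on BSM, and each array held a separately collected pool. There were 6 arrays, 3 per cell type. The 12 GEO samples are these 6 arrays, each summarised by 2 programs, so the tables were never pooled and n is 3 per cell type. Group, replicate number and sex came from the labels, which give replicate 1 of each cell type as female and replicates 2 and 3 as male.

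The Aroma table holds linear intensity values per gene, which the authors made with RMA background correction, quantile normalization and a log-additive probe-level model. The Expression Console table holds log2 values per transcript cluster, which the authors deposited after RMA in Affymetrix Expression Console. The submitters' processing notes also name Partek, whose values were not used here. No per-sample column was left unused. The median Aroma intensity ranged from 42.8 to 45.2 on the BMDM arrays and from 48.8 to 52.1 on the BSM arrays. The files used here carry no detection call, so the level of a dim gene includes background, and the number of arrays limits the precision.

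The Aroma table had 21837 rows, of which 18821 had exactly 1 gene symbol in the platform annotation, 763 had several and 2253 had none. The Expression Console table had 23332 rows, with 14996, 1019 and 7317 in these classes. The table with more rows of exactly 1 symbol was taken for the main results, a rule set before the data were examined, as were the groups, tests, gene lists, alternatives and the rule for named genes. Older symbols were updated through RefSeq gene names of assembly GRCm38.p6 (2858 Aroma rows and 27 Expression Console rows), which served for names only. This left 18430 genes in the Aroma table and 14847 in the Expression Console table, each represented in the list tests by its row with the highest mean over the arrays. Neither table held exon probe sets of a gene, so the comparison planned for that level was not made.

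Aroma intensities were converted to log2. Differences are BSM minus BMDM and were tested with lmFit and eBayes in limma 3.58.1 (R 4.3.3), two-sided, with no covariate, no filter on dim rows and Benjamini-Hochberg adjustment over all 21837 rows. The threshold was an adjusted p of 0.05. The steps were tested on simulated data with the spread of the Aroma rows. Of 50 rows changed by each size on the log2 scale, 32% were recovered at a change of 0.5, 94% at 1, and 100% at 2 and at 4. There were 12 false calls among the unchanged ones of the 21837 rows. Noise was drawn independently for each row and few rows were changed, so these figures do not give the error rate of the fit to the data. The study compared Aroma values with the methods' t-test and Partek values with an analysis of variance, and both were run here as alternatives on the Aroma values.

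Shifts of 30 gene lists were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with the correlation estimated from the data. The leading rows of the study's own gene ranking had been read before the lists were written, among them Chil3, Mpo, Sparc, Fn1, Fcrls and S100a6, so the microglia, monocyte and neutrophil lists are not fully independent of these arrays. The genes named in the text are the study's candidates, the sort markers, the 10 highest and 10 lowest log2 differences among called rows in which the cell types did not overlap, up to 4 called members of each list with the largest changes (or 2 bright ones where none passed), and the sex-linked check genes. This rule named 119 genes. Genes named beyond it were chosen after their values were seen.

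Alternatives were the replicate number as a block, sex as a covariate, leaving out each array, the Expression Console table, rows at or above the median row mean (5.63 on the log2 scale), quantile normalization again, median centring, eBayes with trend and robust settings, the mean of a gene's rows, array weights, the study's tests, and for lists an estimated correlation and fry. The Expression Console rows with a gene symbol, a term for sex by cell type, and the alternatives for the female and male pools were added after seeing the data.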

Results

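Gene expression was measured in BMDM and BSM, the bone marrow monocytes and resident microglia that the study set out to tell apart, with 3 arrays of each. Each array held RNA of a separate pool of sorted cells. Arrays of the same cell type resembled each other closely: across all 21837 rows, Pearson's r averaged 0.991 within BMDM, 0.986 within BSM and 0.863 between the cell types. The lowest value within a cell type was 0.983 (BSM replicates 1 and 2), and the highest between them was 0.870. Rows are not independent replicates, and with 3 arrays against 3 only 10 splits exist. The real split gave the largest gap between within-type and between-type correlation, 0.126, and no other split exceeded -0.0129. An exact permutation test cannot go below 0.1 here. The first principal component held 89.7% of the variance and separated BMDM from BSM.

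BSM and BMDM differed widely. The genes that stood highest in BSM were Fcrls, an Fc receptor-like gene, F11r, which encodes the junctional adhesion molecule A, Sparc, a matricellular protein, the phagocytic receptor tyrosine kinase Mertk, Siglech, a sialic acid-binding lectin, C1qb of the complement C1q complex, the prostaglandin D synthase Hpgds, Plxdc2, Olfml3 and Rasgrp3. Their log2 differences ran from 7.48 for Fcrls (SE 0.10, 179-fold) to 6.82 for Rasgrp3 (SE 0.11, 113-fold). The genes that stood highest in BMDM were Chil3, a chitinase-like protein, Emb, the fibronectin gene Fn1, S100a6, Mgst1, Ifitm6, S100a8, the granule enzyme myeloperoxidase Mpo, Anxa1 and S100a4. Chil3 fell from 12.23 ± 0.0036 in BMDM to 3.68 ± 0.48 in BSM (log2 intensity, mean ± SD, n = 3), a 375-fold difference. For S100a4, the last of these 10, the log2 difference was -6.77 (SE 0.24, 109-fold). In each of these 20 genes all 3 arrays of one cell type lay above all 3 of the other, and the limma adjusted p was at most 2.8e-06 (S100a8).

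In all, limma called 10838 of 21837 rows (49.6%) at an adjusted p of 0.05, of which 6120 were higher in BSM and 4718 were lower. At a difference of at least 2-fold, 3506 rows were called, 1488 higher and 2018 lower. At least 16-fold, 104 rows were higher in BSM and 180 lower. The cell types did not overlap in 13275 rows (60.8%), where chance gives 10%. The split of the calls depended on the scaling. The median row lay 0.18 higher in BSM on the log2 scale, and with each array centred on its median 3253 rows were higher and 5792 lower, while Expression Console values gave 1955 higher and 4779 lower, with a median of -0.05. For calls of at least 2-fold the centred values gave 1140 higher and 2587 lower, and Expression Console values gave 1001 higher and 2468 lower. Quantile normalization again gave 4646 higher and 4236 lower at any size. At 2-fold or more it gave 1565 higher and 1726 lower, so the lean to BMDM was small there. The median of all genes was 0.17, and list medians below include it unless they are given relative to all genes. Small medians are affected most: relative to all genes that of the lysosomal list was 0.36 and that of the general macrophage list 0.45.

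The study chose candidate surface molecules to separate microglia from monocytes, beside the chemokine receptors Cx3cr1 and Ccr2. On these arrays F11r rose from 4.48 ± 0.29 in BMDM to 11.68 ± 0.03 in BSM (log2 intensity, mean ± SD, n = 3), a 147-fold difference (limma adjusted p = 1.3e-08). Mertk was 140-fold higher in BSM, the purinergic receptor P2ry13 103-fold, the tetraspanin Cd81 39.5-fold, and Cx3cr1 4.75-fold, and the adhesion molecule Cadm1 rose by 3.85 on the log2 scale (SE 0.12). Lower in BSM were Ccr2 (log2 difference -6.52, SE 0.16), the C-type lectin Clec12a (-5.82, SE 0.14), the receptor tyrosine kinase Met (-5.27, SE 0.12), Cd93 (-4.38, SE 0.16) and the stem cell factor receptor Kit (-1.37, SE 0.19). All 6 BSM genes (5 candidates and the comparator Cx3cr1) and all 5 BMDM genes (4 candidates and the comparator Ccr2) analysed here passed over all rows and adjusted over the list alone, each with 3 of 3 arrays on its side. The study picked them partly on these arrays, so neither count is independent evidence, and 1 of the 12 genes was not analysed here. Camera called both lists (adjusted p = 2.3e-06 for BSM and 6.2e-06 for BMDM genes), but not with an estimated correlation (adjusted p = 0.12 and 0.095).

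**Figure D1:**
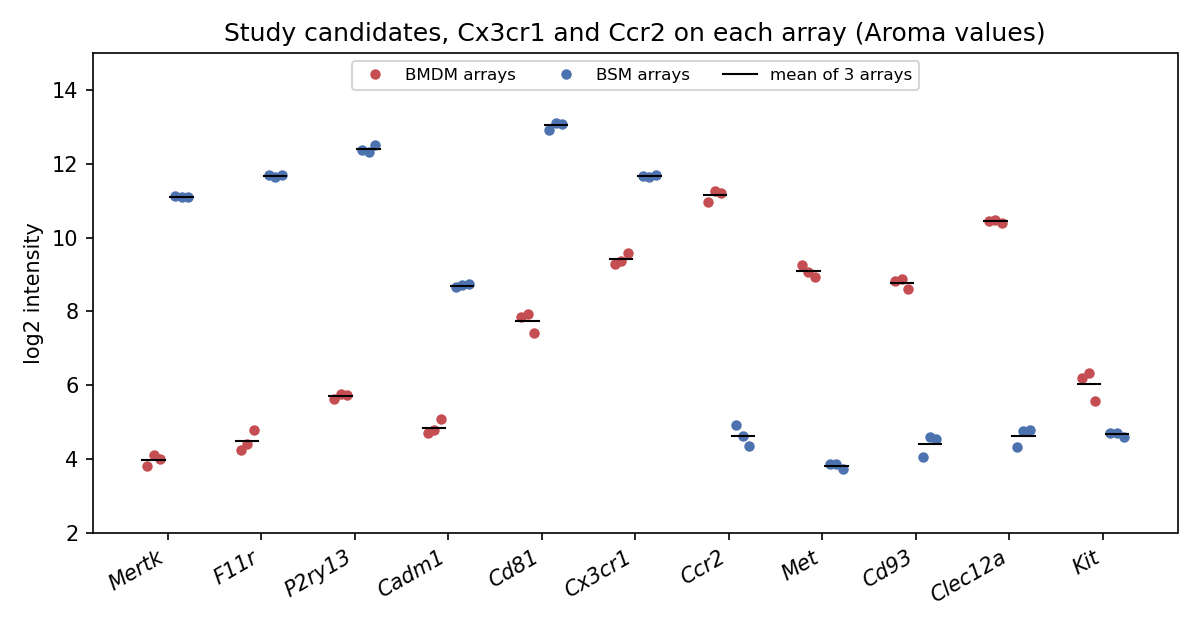
Log2 intensity of 11 genes, the study's candidates with the comparators Cx3cr1 and Ccr2, on each of the 6 arrays, with red points for BMDM, blue points for BSM and a line at the mean of each 3 arrays. F11r lies at 4.48 in BMDM and 11.68 in BSM, and Ccr2 at 11.14 and 4.62.

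Cx3cr1 itself, at 9.41 ± 0.15 in BMDM, changed less than the BSM candidates. Relative to Cx3cr1 on the same array, the log2 difference was 4.95 larger for F11r, 4.88 for Mertk, 4.44 for P2ry13, 3.06 for Cd81 and 1.60 for Cadm1. Relative to Ccr2, the fall in BSM was smaller by 5.15 for Kit, 2.14 for Cd93, 1.25 for Met and 0.70 for Clec12a. In an exact two-sided permutation test p was 0.1 for 8 of these 9 values, the smallest that 3 against 3 arrays allow (adjusted p = 0.1125), and 0.2 for Clec12a, so none could pass.

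The genes behind the sort did not follow the surface stain in each case. Csf1r, which encodes CD115, was 3.94-fold higher in BSM (log2 difference 1.98, SE 0.10, limma adjusted p = 1.4e-06), the cell type gated as low for CD115. Itgam, which encodes CD11b, was 1.84-fold higher in BSM. Ptprc, which encodes CD45, was 1.40-fold lower in BSM (-0.49, SE 0.11), and this call ended when the arrays were quantile normalized again (-0.13, adjusted p = 0.46). In the Expression Console table the call held (-0.66, limma adjusted p = 0.0056). Ly6g read 4.84 ± 0.95 in BMDM and 3.53 ± 0.02 in BSM (log2, SD, n = 3). Its call rests on these few arrays: the log2 difference was -1.78 without BMDM replicate 1 and -0.83 without BMDM replicate 3, and the call was lost without BMDM replicate 2 or any of the BSM arrays (-1.32 to -1.30). All 4 genes passed adjusted over the list alone, 2 in each direction, and camera found no shift of the list (adjusted p = 0.74).

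Microglial identity genes were uniformly higher in BSM. All 25 measured members of the microglia list rose, with a median log2 difference of 5.88, or 5.70 relative to all genes (camera adjusted p = 1.3e-19). Besides Fcrls, Sparc, Siglech and C1qb, the ADP receptor P2ry12 was 86.0-fold higher. This was the only list whose call held with an estimated correlation (adjusted p = 0.035 there). All 22 monocyte genes measured were lower in BSM, with a median of -6.16 (camera adjusted p = 7.7e-22, and adjusted p = 0.11 with an estimated correlation). Chil3, Emb, Fn1 and S100a6 led that list. Other lists here also hold 11 of the microglia genes and 2 of the monocyte genes. Both lists gave the same counts adjusted over the list alone. Of 15 genes that macrophages in general express, 10 were higher in BSM, 2 were lower (Cebpb and Spi1, with Cebpb at -1.40) and 3 did not pass (Tyrobp, Fcer1g and Irf8). The transcription factor Maf was higher by 3.81 on the log2 scale (SE 0.13), the lipopolysaccharide co-receptor Cd14 12.1-fold, the Fc receptor Fcgr1 4.94-fold and Aif1, which encodes Iba1, 4.93-fold. The list's median was 0.62 (camera adjusted p = 0.014, and adjusted p = 0.29 with an estimated correlation), and its counts were the same adjusted over the list alone. In the Expression Console table the median was 0.40, with 7 of 14 genes higher and 2 lower. With quantile normalization it was 0.95, with 13 higher and 1 lower.

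Transcripts of granules and of cell division were mostly more abundant in BMDM. Of 19 neutrophil and granule genes, 18 were lower in BSM, among them Mpo (137-fold), S100a8 (145-fold), the collagenase Mmp8 (81.1-fold) and S100a9 (80.0-fold). The exception, Chil1, was 0.99 higher in BSM on the log2 scale in the Aroma table. The list's median was -3.34 (camera adjusted p = 6.3e-11, and adjusted p = 0.085 with an estimated correlation). All 33 proliferation genes measured fell, with a median of -4.14 (camera adjusted p = 7.6e-27, and adjusted p = 0.14 with an estimated correlation). The topoisomerase Top2a fell by 6.74 on the log2 scale (SE 0.12), Mki67 by 5.98 (SE 0.11), Ube2c by 5.77 and the cyclin Ccna2 by 5.46, so that in BSM these 4 lay between 3.58 and 4.98. Others fell less, such as Pcna (-1.46) and Mcm3 (-1.64), which were chosen after their values were seen. Progenitor genes went both ways: of 10 measured, Cd34 (15.5-fold) and Sox4 (6.14-fold) were higher in BSM, while Cd93, Myb (10.5-fold), Flt3 (3.75-fold), Kit and Erg were lower, and camera gave no call (adjusted p = 0.14). For these 3 lists the counts adjusted over the list alone were identical.

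Erythroid transcripts moved in the same direction as the granule genes. Of 9 measured, 5 were lower in BSM and none was higher, with the same result adjusted over the list alone. The beta-globin gene Hbb-b1 stood at 12.60 ± 0.31 in BMDM and 7.0 ± 1.0 in BSM (log2, SD, n = 3), and Slc4a1, Car2 and Car1 differed by -1.85, -1.75 and -1.54. The camera call (adjusted p = 0.014, and adjusted p = 0.40 with an estimated correlation) was lost in the Expression Console table (adjusted p = 0.20) and among rows at or above the median row mean (adjusted p = 0.087).

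Genes of phagocytic recognition and nucleotide sensing were mostly higher in BSM. Of 21 complement and engulfment genes, 16 rose and 4 fell (C3, Msr1, Cd36 and Itgb2), while Tyrobp did not pass, against 11 higher and 2 lower of 19 in the Expression Console table and 12 higher and 4 lower with median centring. C1qb and C1qc rose 127-fold and 111-fold, whereas C3, the central component of complement, fell by 6.37 on the log2 scale (SE 0.11). The median was 0.88 (camera adjusted p = 0.0011, and adjusted p = 0.23 with an estimated correlation). Of 10 purinergic genes, 8 were higher in BSM, or 9 adjusted over the list alone, and P2ry14 was lower (median 2.86, camera adjusted p = 5.0e-05, and adjusted p = 0.095 with an estimated correlation). P2ry13, P2ry12, Gpr34 (85.4-fold) and the ectonucleotidase Entpd1 (13.4-fold) led it. Of 17 genes of the TGF-beta pathway, 11 were higher, or 12 adjusted over the list alone, and 4 lower (Nrros, Smad4, Tgfb1 and Smad2). The lower count was 3 without BMDM replicate 3 and 2 with any other array left out, while 11 stayed higher. The receptors Tgfbr1 (20.1-fold), Bmpr1a (18.2-fold) and Tgfbr2 (8.19-fold) and the repressor Skil (5.83-fold) rose, whereas the ligand Tgfb1 differed by -0.31 (list median 0.82, camera adjusted p = 0.0052, and adjusted p = 0.20 with an estimated correlation). Of 21 lysosomal genes, 15 were higher, 2 lower (Npc2 and Psap) and 4 did not pass, against 8 higher and 2 lower in the Expression Console table and 11 higher and 4 lower with median centring. The proteases Lgmn (23.5-fold), Ctsf (20.4-fold), Ctsl and Ctsd, the last 2 with log2 differences of 3.59 and 2.43, led the list (median 0.53, camera adjusted p = 0.0024, and adjusted p = 0.40 with an estimated correlation). Under the same alternatives, in that order, 7 and 8 purinergic genes were higher and 0 and 1 lower, and 9 and 11 genes of the TGF-beta pathway were higher and 4 and 5 lower. The Expression Console counts depended on which rows were fitted. With only its rows that have a gene symbol, 12 lysosomal genes were higher and 2 lower. For the TGF-beta pathway the counts were then 10 and 5, for purinergic genes 7 and 1, and for complement and engulfment genes 11 and 3. The complement and lysosomal counts were the same adjusted over the list alone.

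Adhesion molecules and chemokine receptors exchanged members between the cell types. Of 22 adhesion genes, 14 were higher in BSM and 6 lower, with the same counts adjusted over the list alone. F11r, Cd81 and Jam2 (22.6-fold) were higher, and the integrin Itgal, a chain of LFA-1, was 21.5-fold lower (list median 0.90, camera adjusted p = 0.030, and adjusted p = 0.28 with an estimated correlation). Of 15 chemokine receptors, 5 were higher in BSM, or 6 adjusted over the list alone, and 7 were lower. Cmklr1 was 19.8-fold higher, whereas Ccr2, Cxcr4 (53.7-fold) and the formyl peptide receptor Fpr2 (13.8-fold) were lower, and camera gave no call (adjusted p = 0.26). In the Expression Console table and with median centring, 11 and 12 adhesion genes were higher and 5 and 6 lower, and 2 and 4 chemokine receptors were higher and 4 and 7 lower. With only the Expression Console rows that have a gene symbol, 4 chemokine receptors were higher and 5 lower, and 11 adhesion genes were higher and 6 lower.

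Cytokine and immediate-early genes leaned to BSM. Of 24 cytokines and chemokines, 14 were higher in BSM and 5 lower (Ccl6, Cxcl10, Il1rn, Ccl9 and Tgfb1), with the same counts adjusted over the list alone. Interleukin-1 alpha (Il1a) was 103-fold higher, Ccl12 73.0-fold, Ccl4 15.7-fold and Pdgfb 12.1-fold. The list, with a median of 0.92, missed the camera threshold (adjusted p = 0.073), although it passed in the Expression Console table (adjusted p = 0.00054), with median centring (adjusted p = 0.0070) and with quantile normalization (adjusted p = 0.023). With an estimated correlation its adjusted p was 0.52. Of 23 immediate-early genes, 14 were higher in BSM, or 15 adjusted over the list alone, 2 were lower and 7 did not pass. Egr1 was 56.1-fold higher, a log2 difference of 5.81 that was 4.01 in the Expression Console table, and Rhob 8.47-fold, while Klf4 (6.59-fold) and Nr4a1 (6.33-fold) were lower. Fos did not pass, at 9.85 in BMDM and 9.99 in BSM. The list's median was 0.97 (camera adjusted p = 0.018). In the Expression Console table and with median centring, 10 and 12 members of each list were higher, while 5 and 6 cytokines and 2 and 2 immediate-early genes were lower. The immediate-early call was lost without BSM replicate 1 (adjusted p = 0.062) and with an estimated correlation (adjusted p = 0.66). Without BSM replicate 2 the list's median was 1.12 (camera adjusted p = 0.00031). Among the BSM arrays, Egr1 (12.279, 11.325 and 12.294 in replicates 1, 2 and 3), Rhob, Ccl12 and Ccl4 read lowest in replicate 2, whereas Il1a and Pdgfb did not.

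Antigen presentation and interferon genes leaned to BMDM. Of 8 genes of the MHC class II pathway, 5 were lower in BSM: H2-Aa (4.54-fold), Cd74 (4.28-fold), H2-Eb1 (3.74-fold), H2-Ab1 (3.16-fold) and Ciita, whereas the protease Ctss was higher and H2-DMa and H2-DMb1 did not pass. Camera gave an adjusted p of 0.058 for this list, and called it in 4 of 17 settings, some of which could only repeat the result of another. It passed with each BMDM array left out in turn and without BSM replicate 3 (adjusted p = 0.031 to 0.0495). The list did not pass without BSM replicate 1 (camera adjusted p = 0.11), in the Expression Console table (0.41), with quantile normalization (0.27) or with median centring (0.11). With an estimated correlation its adjusted p was 0.52. Of 14 interferon-response genes, 13 were lower in BSM and Ddx58 did not pass. Irf7 was 7.04-fold lower, and Oas2, Oas1a and Oasl2 were 6.88-fold, 6.56-fold and 6.55-fold lower (list median -1.64, camera adjusted p = 9.0e-08, and adjusted p = 0.29 with an estimated correlation). Both lists gave the same counts adjusted over the list alone.

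Markers of other brain cells changed little as lists. Of 13 neuron markers, 4 were higher in BSM and 2 lower. Of 10 astrocyte markers, 5 were higher and 1 lower, and 2 to 4 were higher when any array was left out. Of 11 oligodendrocyte markers, 3 were higher and 2 lower, with 4 and 2 adjusted over the list alone, and of 13 endothelial and mural markers 2 were higher and 2 lower. The other counts were the same adjusted over the list alone. In the Expression Console table limma called none of the 12 neuron markers that both tables hold (2 had an unadjusted p under 0.05), 2 astrocyte markers were higher and 1 lower, 1 oligodendrocyte marker was higher and 1 lower, and 1 endothelial or mural marker was higher and 2 lower, and with median centring 2 neuron markers were higher and 2 lower and 2 astrocyte markers higher and 1 lower. The list medians of 0.20, 0.31, 0.17 and 0.19 lay close to that of all genes, 0.17, and camera gave no call (adjusted p = 0.33, 0.17, 0.55 and 0.90). They fell to -0.01, 0.10, 0.01 and -0.01 with quantile normalization, and the oligodendrocyte and endothelial medians were also below 0 in the Expression Console table (-0.01 and -0.02), so no direction is drawn from them. The endothelial and mural list had a mean of -0.05 beside its positive median. Snap25 stood at 4.73 ± 0.15 in BSM, Aqp4 at 5.38 ± 0.21, Mbp at 6.27 ± 0.04 (lower than in BMDM) and Mag at 5.88 ± 0.23 (log2, SD, n = 3). Among the members that rose, Slc1a3, a glutamate transporter of astrocytes, was 11.6-fold higher in BSM at 7.68 ± 0.11, the myelin gene Mag 2.51-fold and the water channel Aqp4 2.39-fold, and all 3 were also called in the Expression Console table (log2 differences of 3.18, 1.00 and 0.60). The small rises of Snap25, Gap43, Mog, Cldn11, Eno2, Slc32a1, Slc1a2 and Esam were not called under every scaling or table, and that of Esam turned to -0.0090 in the Expression Console table.

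Other blood and border cell markers were mixed. Of 11 markers of macrophages at the brain borders, Stab1 (16.6-fold), Lyve1 (2.45-fold), Folr2 (2.09-fold), Mrc1 and Cd209f were higher in BSM and F13a1 (107-fold), Siglec1 and Cbr2 lower. Their median was 0.25 and their mean -0.02, the median turned to -0.10 in the Expression Console table, and camera gave no call (adjusted p = 0.73). Of 11 dendritic cell markers, 6 were higher and 4 lower in BSM, with Siglech, which the microglia list also holds, far above the rest, and Cd209a (7.75-fold), Clec9a (3.98-fold), Flt3 and Bst2 lower. Of the 9 in the Expression Console table, 2 were higher and 4 lower, and with median centring 3 were higher and 4 lower, so the lean of the counts turned. Their median of 0.47 was -0.11 in the Expression Console table (camera adjusted p = 0.74). Of 7 B-lineage markers, Cd79b was higher and 4 were lower in BSM, led by Cd79a (5.49-fold) and Ms4a1 (2.23-fold), while the call of Ebf1 was lost in 4 of the fits that leave out an array (camera adjusted p = 0.11 for the list). Cd79b was not called in the Expression Console table (0.06) or with median centring (0.29). Of 11 T and NK markers, Nkg7 (13.5-fold) and Cd3d (1.95-fold) were lower in BSM, none was higher, the median was 0.09 (-0.14 in the Expression Console table, -0.11 with quantile normalization) and the mean -0.32 (camera adjusted p = 0.68, in the direction of the mean). All of these counts were the same adjusted over the list alone.

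Reference genes differed between the cell types to an extent that depended on the scaling. Of 10 measured, 7 were lower in BSM, also adjusted over the list alone, and none was higher, against 9 lower with median centring, 3 lower of 8 in the Expression Console table, and 2 lower and 1 higher with quantile normalization. Pgk1 was 6.05-fold and the ribosomal Rplp0 2.98-fold lower, and Gapdh and Hprt were 1.65-fold and 1.46-fold lower. B2m, Actb and Tbp did not pass, with log2 differences of 0.14, -0.10 and -0.16. Gapdh and Hprt lost their calls with quantile normalization (-0.28 and -0.21). The camera call (adjusted p = 0.0027) ended with quantile normalization (adjusted p = 0.18), in the Expression Console table (adjusted p = 0.20) and with an estimated correlation (adjusted p = 0.32).

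**Figure D2:**
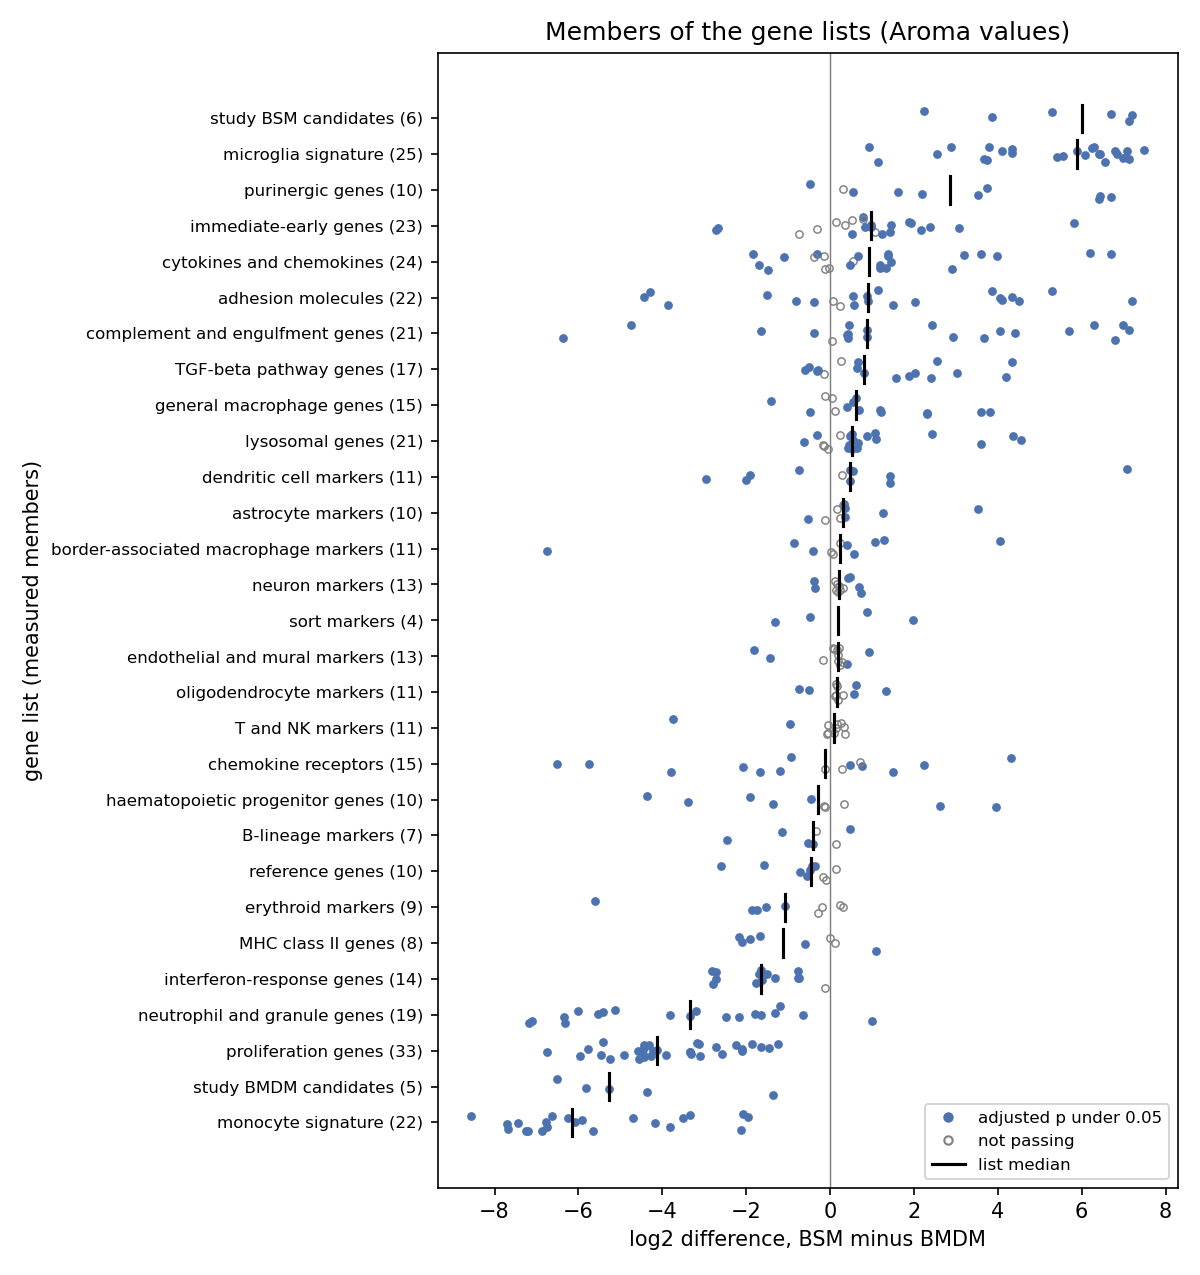
Log2 difference, BSM minus BMDM, of each measured member of 29 gene lists, with filled points for an adjusted p under 0.05, open points for members that did not pass, and a black line at the list median. Medians run from -6.16 for the monocyte signature to 6.00 for the study's BSM candidates with Cx3cr1, and those of the neuron and oligodendrocyte markers lie at 0.20 and 0.17.

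The 2 programs gave nearly the same differences on the same arrays. Across 14416 shared genes, Pearson's r of the log2 differences was 0.979 and Spearman's rho 0.947. Genes are not independent replicates, and this compares summaries, not animals. F11r differed by 7.20 in the Aroma table and 6.94 in the Expression Console table, Chil3 by -8.55 and -9.37, and Ube2c by -5.77 and -3.03. Of these genes, limma called 7474 in the Aroma table and 4977 in the Expression Console table, whose fit included its rows without a gene symbol. Both tables called 4513 with the same sign, where independent lists would share 1236, and 4 with opposite signs. Of 2957 genes called in the Aroma table alone, 2747 were higher in BSM, with a median absolute log2 difference of 0.47 for the 2957.

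**Figure D3:**
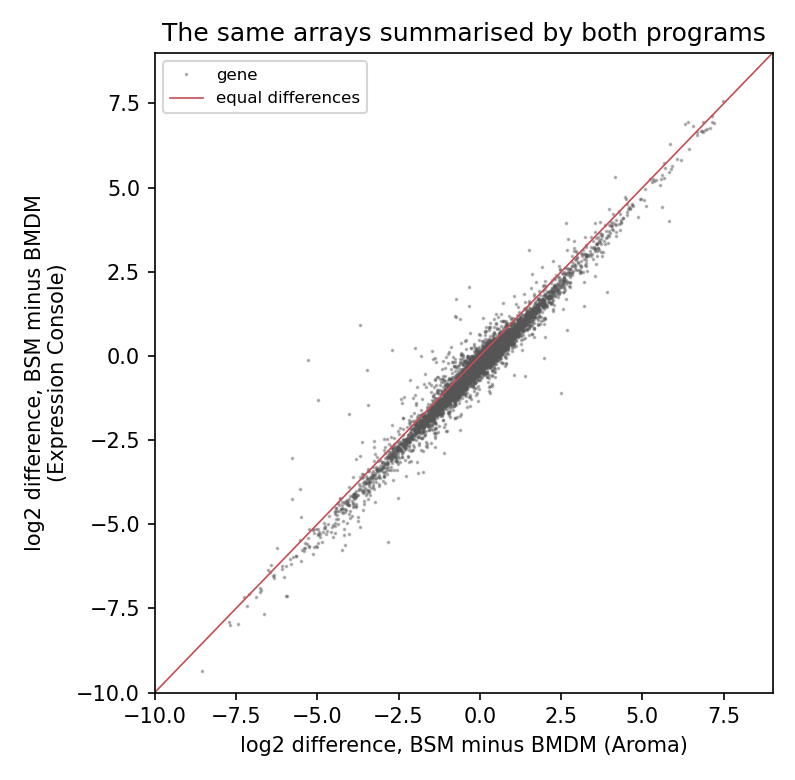
Log2 difference, BSM minus BMDM, of 14416 genes in the Aroma table (horizontal) and in the Expression Console table (vertical), 1 point per gene, with a line of equal differences. Most points follow the line (r = 0.979) and lie slightly below it, with medians of 0.16 and -0.06.

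Female and male pools differed in very few rows. With cell type in the model, limma called 3 rows at an adjusted p of 0.05, and 1387 had an unadjusted p under 0.05. Of the 3, Eif2s3y and Kdm5d, both encoded on the Y chromosome, had log2 differences, female minus male, of -5.22 (SE 0.11) and -2.93 (SE 0.11), and the other row has no gene symbol in the annotation used here. Eif2s3y read 2.76 and 2.92 on the arrays labelled female and at least 7.93 on each array labelled male. The interaction of sex with cell type gave 0 calls in limma, with 1551 rows (7.10%) at an unadjusted p under 0.05. It rests on 1 female pool per cell type, and by the labels the female pools also belong to another collection set and array series than the male ones, so sex cannot be separated from these. Camera gave no call for the pair of sex-linked genes between the cell types (adjusted p = 0.90, towards BMDM, beside a median of 0.21).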

Values the study reported

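From its Partek analysis of the arrays, the study reported fold changes in favour of BSM of 264.86 for Mertk, 152.41 for F11r, 185.89 for P2ry13, 22.64 for Cadm1, 46.11 for Cd81 and 7.54 for Cx3cr1. In favour of BMDM it reported 178.05 for Ccr2, 60.67 for Met, 23.03 for Cd93, 92.36 for Clec12a and 2.05 for Kit.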

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

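The test in this part was chosen after the result was seen. The Expression Console table holds 6577 rows whose IDs lie below those of the named transcript clusters and which carry no gene symbol here. Of these, 517 differed at least 2-fold between the cell types at a limma adjusted p of 0.05 (217 higher and 300 lower in BSM), and 1106 (16.8%) differed at any size, beside 33.7% of the named rows at that threshold. The unnamed rows were thus called less often than the named ones. When the 16015 rows with a gene symbol were tested alone, 2842 differed at least 2-fold. The log2 differences of named genes do not use the unnamed rows. The limma fit and adjustment of the Expression Console table included them, so calls of named genes given for that table depend on them. Of the lysosomal list, 8 genes were called higher in BSM in that fit and 12 when the rows with a symbol were tested alone. What the unnamed rows probe is not given in the sources used here.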

How the results depend on the processing

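The alternatives for the female and male pools, the interaction and the named rows of the Expression Console table were chosen after seeing the data. The count of 10838 differing rows was 6734 in the Expression Console table and 5999 in its named rows, stayed between 8491 and 10120 when any array was left out, and lay within 1.5 times otherwise. The cause was not tested. Calls of at least 2-fold numbered 3444 to 3634 without any array, and stayed within 1.5 times of 3506 throughout. Deviations of same-numbered arrays correlated at 0.06, 0.0021 and 0.01, within the range of arrays with different numbers (-0.12 to 0.11). These values show no pairing by replicate number but cannot exclude it, since by the labels replicate 1 of each cell type is female. With the replicate block 10319 rows were called. The methods' t-test gave 8877 rows after Benjamini-Hochberg and 11156 at an unadjusted p under 0.05, and the methods' analysis of variance 9079 and 11297. With an estimated correlation 1 list was called and with fry 26, beside 16; fry does not compare a list with other genes.

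The gap between within-type and between-type correlation was 0.104 with Spearman and 0.407 among rows at or above the median row mean, and 0.123 to 0.129 without any array. The correlation of both tables was 0.947 with Spearman and 0.983 for genes at or above the median row mean. In the Expression Console table the change relative to Cx3cr1 was 4.13 for Mertk, 4.12 for F11r, 3.84 for P2ry13, 1.08 for Cadm1 and 2.35 for Cd81, and relative to Ccr2 0.70 for Met, 1.37 for Cd93 and 0.17 for Clec12a, and the cause was not tested. Of 119 named genes, 102 kept call and direction under all 16 alternatives that measured them. Eif2s3y ranged from -1.50 to 1.98 and Kdm5d from -0.78 to 1.17 without any array, since leaving out an array unbalances the sexes, and Kdm5d was -0.078 in the Expression Console table and its named rows and -0.00043 with median centring. Esam was -0.0090 in that table and its named rows, and the cause was not tested. Of 479 list results with the preset correlation, 459 kept their call. This count overstates the stability of the lists. The eBayes settings and array weights do not enter camera, and the named rows of the Expression Console table repeat the camera result of that table. The estimated correlation is not in the count, and 15 of the 16 calls were lost with it. Over the members at or above the median row mean, list medians that moved by over 1.5 times or changed sign were 2.94 for complement and engulfment, 1.57 for TGF-beta, -5.27 for neutrophil and granule, -0.79 for progenitor, -0.80 for chemokine receptor, 0.88 for sort marker, -1.85 for erythroid, -0.99 for B-lineage and 1.92 for astrocyte genes, and, with another sign, -1.70 for T and NK, -0.87 for endothelial and mural, -0.18 for oligodendrocyte and -0.08 for border-associated genes, since that filter drops members (2 left of the astrocyte, endothelial, B-lineage and T and NK lists). All 11 candidates and comparators passed under each alternative, except that 10 were tested among rows at or above the median row mean. Dim levels limit the folds: in the female pools Eif2s3y read 2.84 and Kdm5d 3.82.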

Other observations

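The tests of neutrophil genes, of other brain cells and of isolation, and the comparison of granule genes between BMDM arrays, were chosen only after the results were seen, and the bounds of the test of bright rows were set when the lean of the calls of at least 2-fold had been seen. Among the 19 neutrophil and granule genes, 2 sets picked by stage varied differently between the 3 BMDM pools. All 9 late genes were highest in replicate 3 and all 4 primary granule genes lowest there: Ly6g read 3.90, 4.82 and 5.79 in replicates 1, 2 and 3 of BMDM, and Ltf 6.11, 6.59 and 7.52. Elane, an enzyme of the granules formed first, read 11.06, 11.02 and 10.17, and Ctsg 10.39, 10.18 and 9.03. S100a8 (11.842, 12.06 and 11.973) and S100a9 (11.595, 11.905 and 11.772), of the same list but in neither set, were highest in replicate 2. The split is therefore described for the 2 sets only, not for the list as a whole. With 3 values per gene there is no test of the contrast between the sets, and these genes were chosen after their values were seen.

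More rows were called higher than lower in BSM (56.5% higher), while calls of at least 2-fold leaned to BMDM (42.4% higher in BSM). In the brightest 25% of rows 32.8% of the calls were higher in BSM, beside 91.6% in the dimmest 25%. This share is counted on the scale in question, where the brightest rows themselves had a median log2 difference of -0.28. It therefore cannot decide whether more genes are truly higher in BSM among bright rows. A shift of dim rows left by the normalization is a candidate explanation: 1068 olfactory and vomeronasal receptor genes, chosen as genes not expected in either cell type, had a median log2 difference of 0.227 (quartiles 0.05 and 0.43), and 190 of them were called higher against 13 lower. After median centring their median was 0.04, and 0.06 in Expression Console values. Median centring lowers the difference of each gene by the same amount, so that drop does not bear on dim rows in particular. A change in total RNA content between the cell types was not tested.

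Neutrophil and granule genes were higher in BMDM. Neutrophils that passed the Ly6G gate, granulocyte-monocyte precursors inside the gate and expression by the bone marrow monocytes themselves cannot be told apart here. The paper describes both sorted populations as near pure, which these arrays do not measure. The 9 late neutrophil genes had a median log2 difference of -3.19 (Mmp8 -6.34, at 9.97 in BMDM, and Lcn2 -5.14, at 9.75) and the 4 primary granule genes one of -5.77 (Mpo -7.10, at 11.64), but both sets belong to the list of 19 genes whose change they would explain, so these values restate it. Of those 19 genes, 2 stand in other lists too.

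More immediate-early genes and cytokines were called higher than lower in BSM (14 against 2 and 14 against 5), although the cytokine list missed the camera threshold. The paper describes the sorted BSM as near pure. RNA of neurons, astrocytes, oligodendrocytes or endothelial and mural cells, which the gate on CD11b and low CD45 would remove, is not excluded by these values. Their marker lists had medians of 0.031, 0.140, -0.0040 and 0.015 relative to all genes, beside 0.7498 for cytokines and 0.794 for immediate-early genes, but members went both ways (Slc1a3 3.53, Mag 1.33, Aqp4 1.26, Snap25 0.70, Mbp -0.74), and only 1, 2, 4 and 2 of them lay at or above the median row mean. Transcription during isolation cannot be told apart from a difference between the cell types, since each BSM pool and no BMDM pool came from brain tissue.

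For the counts of 10838 rows and of 3506 rows with at least 2-fold difference, 1 of the 10 splits of the 6 arrays, the real one, gave a count as large, and the highest of the other splits was 0 in both. With 10 splits no share under 0.05 can be reached.

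The folds here were 140 for Mertk, 103 for P2ry13, 14.425 for Cadm1, 4.75 for Cx3cr1, 91.7 for Ccr2, 38.5 for Met and 56.5 for Clec12a. Those 7 are lower than the values quoted from the study's array analysis above, while F11r, Cd81, Cd93 and Kit were within 1.5 times of theirs. With Expression Console values Cx3cr1 (log2 difference 2.82), Met (-5.65) and Clec12a (-6.18) were within that range too, and Mertk (6.95), P2ry13 (6.65), Cadm1 (3.89) and Ccr2 (-6.35) were not. Dim levels include background, which enters all of these folds.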
